# *In vivo* differentiation of induced pluripotent stem cells into neural stem cells by chimera formation

**DOI:** 10.1371/journal.pone.0170735

**Published:** 2017-01-31

**Authors:** Hyun Woo Choi, Yean Ju Hong, Jong Soo Kim, Hyuk Song, Ssang Gu Cho, Hojae Bae, Changsung Kim, Sung June Byun, Jeong Tae Do

## Abstract

Like embryonic stem cells, induced pluripotent stem cells (iPSCs) can differentiate into all three germ layers in an *in vitro* system. Here, we developed a new technology for obtaining neural stem cells (NSCs) from iPSCs through chimera formation, in an *in vivo* environment. iPSCs contributed to the neural lineage in the chimera, which could be efficiently purified and directly cultured as NSCs *in vitro*. The iPSC-derived, *in vivo*-differentiated NSCs expressed NSC markers, and their gene-expression pattern more closely resembled that of fetal brain-derived NSCs than *in vitro*-differentiated NSCs. This system could be applied for differentiating pluripotent stem cells into specialized cell types whose differentiation protocols are not well established.

## Introduction

Pluripotent stem cells are currently considered a valuable resource for studying regenerative biology and medicine due to their tremendous differentiation potential into all cell types within the body. To be physiologically relevant, cells differentiated from pluripotent stem cells in vitro should behave very similarly to their *in vivo* counterparts in both molecular and functional terms. Therefore, developing proper protocols for differentiating pluripotent stem cells into specific cell types is a critical step for studying developmental biology and advancing applications to the clinical stage. For these purposes, long-term expandable somatic cell types have been derived from pluripotent stem cells, including embryonic stem cell (ESC)- or induced pluripotent stem cell (iPSC)-derived neural stem cells (NSCs) [1–3].

Neural stem cells (NSCs) are self-renewing multipotent stem cells that can differentiate into neurons, astrocytes, and oligodendrocytes [4]. Thus, NSCs can potentially aid the study of neural development/differentiation and various neurodegenerative disorders [5]. NSCs were initially derived and maintained *in vitro* as 3-dimensional (3D) aggregates known as neurospheres [6–8], which are relatively heterogeneous cell populations showing graduated developmental stages of neural subtypes [9–11]. Defined adherent 2D cultures, which enable the continuous expansion of pure NSC populations, were established by adding growth factors, such as fibroblast growth factor 2 (FGF2) and epidermal growth factor (EGF), to the culture media [2]. Recently, Waele et al. developed a new in vitro NSC culture system using decellularized mouse brain sections, which support the long-term culture of undifferentiated NSCs [12]. However, in vitro NSC populations in neurospheres and adherent cultures did not faithfully represent the properties of NSCs *in vivo* [7], as the *in vivo* NSC niche is the most complex system of the body and is yet to be fully understood [13]. Thus, in vitro NSCs cannot fully recapitulate *in vivo* system.

Here, we developed a new approach for differentiating NSCs that is based on the chimera-forming ability of iPSCs. Chimera formation is one of the most stringent assay to test functional pluripotency of *in vivo* embryonic cells or *in vitro* expanded pluripotent stem cells. When pluripotent stem cells are injected into a normal blastocyst, they become incorporated into the inner cell mass (ICM) and form a chimeric blastocyst, which develops into a chimeric embryo after transfer to a surrogate mother. Naïve pluripotent stem cells should form a chimera, which contains cells of 2 different origins (the blastocyst and injected pluripotent stem cells), in various tissue types, including endodermal, ectodermal, and mesodermal tissues. In this study, iPSCs successfully contributed to the brain tissue of chimeric embryos, from which iPSC-derived NSCs could be isolated and cultured. The *in vivo* NSCs derived from chimeric brain tissue were very similar to fetal brain-derived NSCs and, thus, were further characterized.

## Materials and methods

### Animal use ethical statement

Experiments were carried out in accordance with the approved guidelines and all experimental protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of Konkuk University. All mouse strains were bred and housed at the mouse facility of the Konkuk University or were bought from Orient-Bio Inc. (Gyeonggi-do, Korea; http://www.orient.co.kr). Animal welfare was under control of local committees. Mice were housed in a temperature-controlled room with automated darkness-light cycle system, fed with a regular ad libitum feeding. Before oocyte harvesting, mice were sacrificed by carbon dioxide inhalation.

### Generation and culture of iPSCs

iPSCs were generated using the same protocol reported previously [14]. MEFs obtained from OG2^+/-^/ROSA26^+/-^ double-transgenic mice which were carrying *Oct4*-*GFP* and *neo*/*lacZ* were infected with retroviruses encoding 4 transcription factors (*Oct4*, *Sox2*, *Klf4*, and c-*Myc*). After retroviral infection, Oct4-GFP-positive colonies were transferred onto inactivated MEF feeder layers, trypsinized, re-plated, and cultured in ESC medium (Dulbecco's modified Eagle's medium (DMEM; Gibco) supplemented with 15% fetal bovine serum (FBS; Gibco), 1× penicillin/streptomycin/glutamine, 1 mM nonessential amino acids (NEAA; Gibco), 0.1 mM β-mercaptoethanol (Gibco), and 1000 U/ml leukemia inhibitory factor (LIF; ESGRO, Chemicon) [14].

### Generation and culture of fetal brain-NSCs

To derive Fetal brain-NSCs, brain tissue was collected from 13.5 days postcoitum (dpc) fetuses, which were ROSA26/OG2 heterozygous double transgenic. Neurospheres cultured from brain tissue were prepared as described in detail in our previous article [15]. In Brief, brain tissue was enzymatically dissociated in HBSS (with 2 mM glucose) containing 0.7 mg/ml hyaluronic acid, 0.2 mg/ml kynurenic acid, and 1.33 mg/ml trypsin at 37`C for 30 min. The dissociated cells were passed through a 70um nylon mesh to remove large cell clusters. The cells were then centrifuged at 200 g for 5 min and collected by centrifugation in 0.9 M sucrose in 0.5× HBSS at 750 g for 10 min. The cell pellet was resuspended in 2 ml of culture medium, placed on top of 10 ml of 4% bovine serum albumin (BSA) in EBSS solution, and centrifuged at 200 g for 7 min. The culture medium was supplemented with 20 ng/ml epidermal growth factor (EGF; Gibco BRL), 20 ng/ml basic fibroblast growth factor (bFGF), B27 supplement (Gibco BRL), 8 mM HEPES, 2 mM glutamine, 100 U/ml penicillin, and 100 mg/ml streptomycin in DMEM-F12 medium (Gibco BRL). Primary neurospheres were replated onto gelatinized dishes in NSC expansion medium: NS-A media (Euroclone) supplemented with N2 supplement, 10 ng/ml of EGF, and bFGF (Invitrogen), 50 mg/ml bovine serum albumin (BSA Fraction V; Gibco BRL), 1× penicillin/streptomycin/glutamine, and 1 × nonessential amino acids (Gibco BRL). Outgrowing cells were trypsinized, replated, and cultured in NSC expansion medium. NSCs were established by dissociation and replated onto gelatin-coated dishes in NSC expansion medium.

### Differentiation of iPSCs into NSCs *in vitro* and *in vivo*

For *in vitro* differentiation, iPSCs (passage 22) were cultured for 2–3 days with MEF medium supplemented with 15% FBS, 1× penicillin/streptomycin/glutamine, 0.1 mM non-essential amino acids, and 1 mM β-mercaptoethanol in Dulbecco’s Modified Eagle’s Medium (DMEM). After 2–3 days in culture, the ESCs were cultured for an additional 2 days without feeder cells in suspension culture dishes containing N2B27 medium (1:1 mixture of DMEM/F-12 medium [Gibco BRL] and Neurobasal Medium [Invitrogen], which was supplemented with EGF [10 ng/ml; Gibco BRL], basic fibroblast growth factor [bFGF; 10 ng/ml; Invitrogen], N2 supplement, B27 supplement [Gibco BRL], and 1× penicillin/streptomycin/glutamine). Then, the cells were plated in 0.1% Gelatin-coated dishes containing NSC expansion medium: DMEM/F12 supplemented with N2 supplement, EGF (10 ng/ml), bFGF (10 ng/ml), bovine serum albumin (BSA; 50 mg/ml; Gibco BRL), and 1× penicillin/streptomycin/glutamine; this step was followed by culture for 3 days. For *in vivo* differentiation, Clumps of iPSCs (4–10 cells, passage 22) were aggregated with denuded, post-compacted, 8-cell-stage B6C3F1 embryos to obtain aggregated embryo. The aggregated blastocysts were transferred into a uterine horn of 2.5-dpc pseudopregnant recipients. After 10 days, the whole brain from each chimeric embryo was trypsinized and dissociated into single-cell suspensions. To form neurospheres, these cells were cultured in N2B27 medium for 8–10 days. The formed neurospheres were transferred to Gelatin-coated dishes in NSC expansion medium.

### Single cell clonal expansion of NSCs

To generate single cell-derived NSC line, single cells of each NSC line were plated onto the 96well-round-bottom plate with culture medium. The culture medium was supplemented with 20 ng/ml epidermal growth factor (EGF; Gibco BRL), 20 ng/ml basic fibroblast growth factor (bFGF), B27 supplement (Gibco BRL), 8 mM HEPES, 2 mM glutamine, 100 U/ml penicillin, and 100 mg/ml streptomycin in DMEM-F12 medium (Gibco BRL). Single cells were expanded for 14 days on average. Expanded neurospheres were replated onto gelatinized dishes in NSC expansion medium: NS-A media (Euroclone) supplemented with N2 supplement, 10 ng/ml of EGF, and bFGF (Invitrogen), 50 mg/ml bovine serum albumin (BSA Fraction V; Gibco BRL), 1× penicillin/streptomycin/glutamine, and 1 × nonessential amino acids (Gibco BRL). Outgrowing cells were trypsinized, replated, and cultured in NSC expansion medium. Single cell derived-NSC lines were established by dissociation and replated onto gelatin-coated dishes in NSC expansion medium.

### Differentiation of NSCs into neurons and glial cells

For neuronal differentiation, NSCs were differentiated in N2B27 medium (1:1 mixture of DMEM/F12 medium; (Gibco), Neurobasal medium (Gibco) supplemented with N2 supplement, B27 supplement (Gibco), 1× penicillin/streptomycin/glutamine, and bFGF (10 ng/ml)) for 3days. NSCs were further differentiated for additional 8 days in N2B27 medium (1:1 mixture of DMEM/F12 medium (Gibco), Neurobasal medium (Gibco) supplemented with N2 supplement, B27 supplement (Gibco BRL), 1× penicillin/streptomycin/glutamine, and ascorbic acid (200uM)). For glial differentiation, NSCs were differentiated for 2 weeks in glial differentiation medium (1:1 mixture of DMEM/F12 medium (Gibco), Neurobasal medium (Gibco) supplemented with 1% fetal bovine serum (Gibco), N2 supplement (Gibco), B27 supplement (Gibco), 1 × penicillin/streptomycin/glutamine (Gibco)).

### X-gal staining

Chimeric embryos and chimera-derived NSCs cells were rinsed with phosphate-buffered saline (PBS) and fixed in paraformaldehyde (4%) for 20 min at 4°C. Cells were rinsed 3 times at room temperature in PBS containing ethylene glycol tetraacetic acid (5 mM), doxycholate (0.01%), NP40 (0.02%), and MgCl_2_ (2 mM). Cells were washed with PBS and stained in X-gal staining solution: PBS supplemented with 5-bromo-r-chloro-3-indolyl-galactosidase (X-gal; 1 mg/mL; Promega), K_2_Fe(CN)_6_ (5 mM), K_4_Fe(CN)_6_ (5 mM), and MgCl_2_ (1 mM). Blue staining was visualized by light microscopy.

### Immunocytochemistry

For immunocytochemistry, cells were fixed in paraformaldehyde (4%) for 20 min at 4°C. After washing with PBS, the cells were treated with PBS containing BSA (3%) and Triton X-100 (0.03%) for 45 min at room temperature. The primary antibodies used were anti-Nestin (Nestin; monoclonal, 1:500, Millipore, MAB353) anti-Sox2 (Sox2; polyclonal, 1:500, Millipore, AB5603), anti-MAP2 (MAP2; polyclonal, 1:200, Cell signalling, 4542S), and anti-GFAP (GFAP; polyclonal, 1:1000, abcam, ab7260). For detection purposes, fluorescently labelled (Alexa Fluor 488 or 568; Molecular Probes, Eugene, OR, USA) secondary antibodies were used, according to the specifications of the manufacturer.

### PCR

The PCR primers used were as follows: Oct4 TG sense 5'-GACGGCATCGCAGCTTGGATA-3', Oct4 TG antisense 5'-CCAATACCTCTGAGCCTGGT-3'; Sox2 TG sense 5'-GACGGCATCGCAGCTTGGATA-3', Sox2 TG antisense 5'-CGCTTGGCCTCGTCGATGAA-3'; Klf4 TG sense 5'-GACGGCATCGCAGCTTGGATA-3', Klf4 TG antisense 5'-GGGAAGTCGCTTCATGTGAG-3'; c-Myc TG sense 5'-GACGGCATCGCAGCTTGGATA-3', c-Myc TG antisense 5'-ACCGCAACATAGGATGGAGA-3'; and *Oct4*-GFP sense 5'-GCAAGCTGACCCTGAAGTTCA-3', *Oct4*-GFP antisense 5'-TCACCTTGATGCCGTTCTTCT-3'.

### RNA isolation and real-time (q) RT-PCR analysis

Total RNA was isolated using the RNeasy Mini Kit (Qiagen, Venlo, Netherlands, http://www.qiagen.com) and was treated with DNase to remove genomic DNA contamination. One microgram of total RNA was reverse-transcribed with Super-Script III Reverse Transcriptase Kit (Invitrogen) and oligo(dT) primer (Invitrogen) according to the manufacturer’s instructions. Quantitative polymerase chain reaction (PCR) reactions were set up in duplicate with the Power SYBR Green Master Mix (Takara) and analyzed with the Roche LightCycler 5480 (Roche). The primers for qRT-PCR used were as follows: Nestin (endo) sense 5'-AAG TTC CCA GGC TTC TCT TG-3', Nestin (endo) antisense 5'-GTC TCA AGG GTA TTA GGC AAG G-3'; Sox2 (endo) sense 5'-CAT GAG AGC AAG TAC TGG CAA G-3', Sox2 (endo) anti-sense 5'-CCA ACG ATA TCA ACC TGC ATG G-3', Oct4 TG sense 5’-GACGGCATCG CAGCTTGGATA-30, Oct4 TG antisense 5’-CCAATACCTCTGAGCCTGGT-3’; Sox2 TG sense 50-GACGGCATCGCAGCTTGGATA-30, Sox2 TG antisense 5’-CGCTTGGCCTCGTCGATGAA-30; Klf4 TG sense 5’-GACGGCATCGCAGCTTGGATA-3’, Klf4 TG antisense 5’-GGGAAGTCGCTTCATGTGAG-3’; c-Myc TG sense 5’-GACGGCATCGCAGCTTGGATA-30, c-Myc TG antisense 50-ACCGCAACATAG GATGGAGA-30; ACTB sense 5’-CGCCATGGATGACGATATCG-3’, and ACTB antisense 5’-CGAAGCCGGCTTTGCACATG-3’.

### Microarray

Fetal brain-NSCs (from 13.5dpc fetuses, ROSA26/OG2 heterozygous double transgenic), iPS-NSCs #1, #3 (In vitro differentiated), iPS-cNSCs (In vivo differentiated, chimeric), NED-NSCs (normal embryo-derived), MEFs (from 13.5dpc fetuses, ROSA26/OG2 heterozygous double transgenic), and ESCs (OG2 heterozygous double transgenic) were used for analysis. Total RNA was isolated using the RNeasy Mini Kit (Qiagen) and digested with DNase I (RNase-free DNase, Qiagen), according to the manufacturer’s instructions. Total RNA was amplified, biotinylated, and purified using the Ambion Illumina RNA Amplification Kit (Ambion), according to the manufacturer’s instructions. Labelled cRNA samples (750 ng) were hybridized to MouseRef-8 v2 Expression BeadChip. Signal detection was performed with Amersham Fluorolink Streptavidin-Cy3 (GE Healthcare Bio-Science), according to the bead array manual. Arrays were scanned with an Illumina Bead Array Reader, according to the manufacturer’s instructions.

Raw data were extracted using the software provided by the manufacturer (Illumina GenomeStudio v2011.1, Gene Expression Module v1.9.0). Array data were filtered using a detection *p* value < 0.05 in at least 50% of the samples. Selected probe signals were log-transformed and normalized using the quantile method. Comparative analysis was performed using the local-pooled-error test and fold-change. The false discovery rate was controlled by adjusting the *p* value with the Benjamini–Hochberg algorithm. Hierarchical clustering was performed using complete linkage and the Pearson distance as a measure of similarity. MDS analysis was performed using expression data of sample. Distance matrix within sample was calculated by Euclidean method. Caculation was performed with classical multidimensional scaling. The gene expression profiling files are available from the GEO database (accession number GSE87597)

## Results

### Differentiation of iPSCs into NSCs *in vivo* by chimera formation

First, we generated iPSCs using murine embryonic fibroblasts (MEFs) obtained from OG2^+/-^/ROSA26^+/-^ double-transgenic mice. MEFs were infected with retroviruses encoding 4 transcription factors, namely *Oct4*, *Sox2*, *Klf4*, and c-*Myc*. The pluripotency of these iPSC lines was confirmed previously, as was the expression of pluripotency markers, reactivation of the inactive X chromosome, and formation of germline chimera [14]. We endeavoured to differentiate iPSCs into NSCs using an *in vivo* system (Fig 1A). We utilized the fact that ESCs or iPSCs could form a chimera after blastocyst injection or morula aggregation followed by transfer into a surrogate mother [16, 17]. ESCs or iPSCs can contribute throughout the whole body of a chimera, including the germ cells. To distinguish the cellular origin (embryonic or pluripotent cells), it is essential to use iPSCs that express selection markers. As iPSCs were derived from MEFs containing *Oct4-GFP* and *neo*/*lacZ* in the *Rosa* locus, they expressed GFP in the pluripotent state and ubiquitously expressed the *neo*/*lacZ* transgene. Thus, differentiated cells from these iPSCs lose GFP expression, but maintain *neo*/*lac Z* expression, which confers them with neomycin resistance and positive X-gal staining [15, 18].

**Fig 1:**
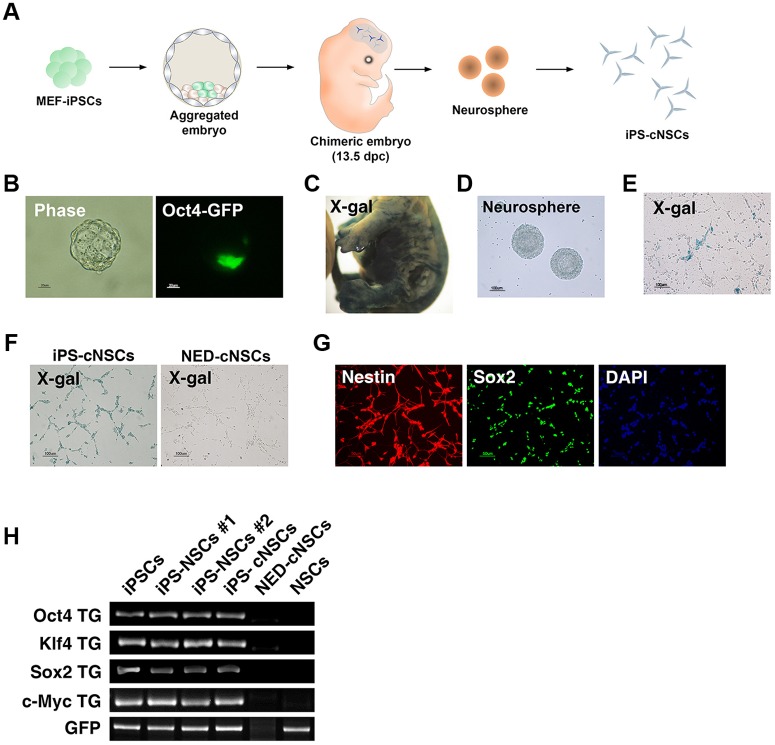
*In vivo* differentiation of iPSCs into NSCs after chimera formation. **(A)** Scheme of *in vivo* differentiation of iPSCs into NSCs. **(B)** Aggregated embryo with iPSCs. iPSCs could incorporate into the ICM (Oct4-GFP^+^). **(C)** X-gal staining of chimeric embryos (iPSCs). **(D)** Neurosphere formation and **(E)** 2D culturing of NSCs derived from a chimeric embryo. X-gal-positive staining of *in vivo*-differentiated NSCs derived from iPSCs. **(F)** X-gal staining of iPS-cNSCs and NED-cNSCs. iPS-cNSCs were positive for X-gal staining, but NED-cNSCs were not. **(G)** iPS-cNSCs expressed NSC markers, such as NESTIN and SOX2, as determined by immunocytochemistry. **(H)** Genotyping of transgenes in iPSCs, iPS-NSCs (#1 and #2), iPS-cNSCs, NED-cNSCs, and control NSCs (OG2^+/-^/ROSA26^+/-^). iPSCs and iPS-derived cells contained transgenes.

For the *in vivo* differentiation of iPSCs, we aggregated iPSCs with morulas to form chimeric blastocysts (Fig 1B). After transferring them to a pseudo-pregnant mother, chimeric embryos were formed (Fig 1C). X-gal staining showed that iPSCs contributed to the chimeric embryo (Fig 1C). Whole brain tissue was dissected from the chimeric embryos, dissociated into single cells by trypsinization, and cultured in neurosphere medium to form neurospheres (Fig 1D). The neurospheres were re-plated into NSC medium containing neomycin. Initially, the chimeric embryo-derived NSCs contained a small population of X-gal-positive cells among mostly negative cells (Fig 1E). After culturing for 10 days in neomycin-containing NSC medium, pure populations of iPSC-derived NSCs were obtained (Fig 1F). Therefore, we could successfully established iPSC-derived NSC cell lines from chimeric embryos, which are referred to here as iPS-cNSCs (Fig 1F). We also established X-gal- negative NSCs from chimeric embryos as a negative control, which were normal embryo-derived NSCs (NED-cNSCs; Fig 2F). The iPS-cNSCs expressed neural stem cell markers such as Nestin and Sox2 (Fig 2G, S1 Fig). To determine whether iPS-cNSCs have normal differentiation potential in clonal level, we established and characterized iPS-cNSC-Single cell line (iPS-cNSC-S) from the single clone (S2 Fig). They could differentiate into neural or glial subtypes. GFAP and MAP2 staining revealed their differentiation potential is similar for NED-NSCs (S3 Fig). PCR analysis confirmed that iPSCs (passage 22), iPS-NSCs (in vitro differentiated, #1 and #2) [14], and iPS-cNSCs contained transgenes of viral origin (4 reprogramming factors) and *Oct4*-*GFP* (Fig 1H), but that NED-cNSCs did not, indicating that iPSC-derived cells and NED cells could be successfully purified. Moreover, we confirmed these transgenes were successfully silenced in iPS-cNSCs (S4 Fig). This approach represents a new technology for differentiating iPSCs into NSCs in an *in vivo* environment. We speculate that NSCs established from iPSCs through *in vivo* differentiation systems may display different molecular characteristics and, thus, these cells were further characterized to compare the molecular signature of the *in vitro* and *in vivo* differentiation systems.

**Fig 2:**
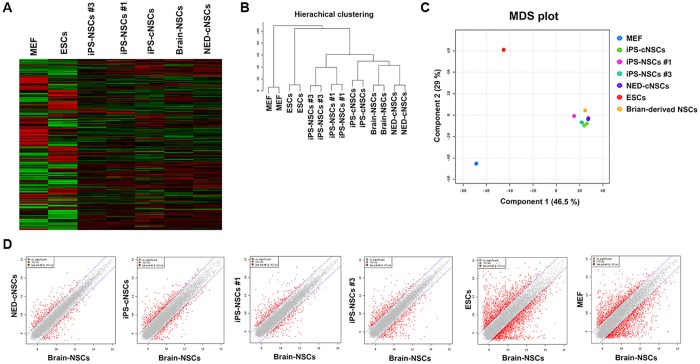
Gene-expression pattern of iPS-derived NSCs, in vitro and in vivo. **(A)** Heatmap analysis of MEFs, ESCs, iPS-NSCs (#1 and #3), iPSC-cNSCs, brain-derived NSCs, and NED-cNSCs. **(B)** Hierarchical clustering analysis of MEFs, ESCs, iPS-NSCs (#1 and #3), iPSC-cNSCs, brain-derived NSCs, and NED-cNSCs. **(C–D)** MDS and scatter-plot analysis of MEFs, ESCs, iPS-NSCs (#1 and #2), iPSC-cNSCs, brain-derived NSCs, and NED-cNSCs.

### Gene expression patterns of iPS-NSCs and iPS-cNSCs

To compare the similarity of iPS-NSCs (in vitro system) and iPS-cNSCs to the fetal brain-derived NSCs (brain-NSCs), we performed mRNA microarray analysis with MEFs, ESCs, iPS-NSCs, iPS-cNSCs, NED-cNSCs, and fetal brain-NSCs (Fig 2A–2D). 

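Expression was measured on 14 Illumina MouseRef-8 v2 arrays, 2 for each of 7 groups: brain-NSCs, iPS-NSCs #1, iPS-NSCs #3, iPS-cNSCs, NED-cNSCs, ESCs, and MEFs. NED-cNSCs are the X-gal-negative NSCs cultured from the chimeric embryos, whose cells carry no iPSC contribution. Labelled cRNA was hybridized, and the authors extracted the probe signals with GenomeStudio. The deposited values are log2 values with the same distribution on every array and a median of 7.67. Probes were kept where the deposited value was at least 7.7 on 7 or more of the 14 arrays. This is the level at which the detection p-value fell under 0.05 on the 10 arrays whose signal columns could be matched to a sample by name. The 12251 probes kept were quantile normalized, and each of 8470 genes was represented by its brightest probe. Group means were compared with limma in 1 model of all 14 arrays. Genes were counted as up-regulated or down-regulated at a Benjamini-Hochberg adjusted p under 0.05 and a change of over 2-fold. In data simulated with the spread of these arrays over 12251 probes, the comparison of iPS-cNSCs with brain-NSCs called 25 of 50 probes changed 2-fold (49 at adjusted p alone, as the 2-fold limit divides them), 50 of 50 changed 3-fold, and 0 of 12051 unchanged probes. Replicate arrays of a group had Pearson correlations across probes from 0.9892 in iPS-cNSCs to 0.9984 in MEFs. Their Euclidean distance was 26.9 in iPS-cNSCs and 10.5 to 18.5 in the other groups. Both the simulation and the limma model gave a probe the same spread in every group. The simulated calls may therefore be too favourable for iPS-cNSCs. Neither the labels nor the paper's text states that replicate arrays came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical.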

The heap map and scatter plot analyses showed that all NSCs derived from iPSCs through the *in vitro* and *in vivo* systems showed similar gene-expression profiles compared to fetal brain-NSCs (Fig 2A and 2D). However, hierarchical clustering and MDS plot analyses showed small differences in the plot distributions detected between the different iPSC-derived NSCs (in vitro- and in vivo-derived). 

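Olig1 and Nes, which mark neural and glial progenitors, were within 2-fold of brain-NSCs in the other NSC groups and lower in ESCs and MEFs. The transcription factor gene Olig1 had a log2 signal of 14.92 ± 0.02 (SD, n = 2) in brain-NSCs and between 14.9 and 15.53 in the NED-cNSC, iPS-cNSC, and iPS-NSC groups, against 8.06 ± 0.11 (SD, n = 2) in ESCs. In MEFs it was not above background, at least 139.9-fold lower than in brain-NSCs (limma adjusted p = 5.3e-18). Nes, which encodes the intermediate filament Nestin, was within 2-fold of brain-NSCs in iPS-NSCs (log2 fold change -0.19), iPS-cNSCs (-0.61), and NED-cNSCs (-0.55), and lower in ESCs (-3.99, adjusted p = 3.4e-14 from limma). The brighter Sox2 probe was within 2-fold in these groups, at -0.21, 0.18, and 0.42, while a second probe had changes of -1.09, 1.03, and -0.34. Of 18 neural stem cell markers 13 were lower and 1 higher in ESCs (camera adjusted p = 0.00047, or 0.034 with an estimated correlation), and 9 were lower and 4 higher in MEFs (camera adjusted p = 0.32). Pou5f1, which encodes Oct4 and marks pluripotent cells, was 4.7 log2 units higher in ESCs than in brain-NSCs (adjusted p = 2.3e-15 from limma) and differed from brain-NSCs by 0.14 in iPS-NSCs and -0.11 in iPS-cNSCs. Klf4 and Myc differed by at most 0.31 in either direction in these comparisons. Nanog was above background on both arrays of ESCs and MEFs and on 1 of 2 brain-NSC arrays. None of 6 measured pluripotency genes was called in iPS-NSCs or iPS-cNSCs by limma (at adjusted p alone 2 were higher and 1 lower in iPS-NSCs, and 2 lower in iPS-cNSCs), and all 6 were higher in ESCs (camera adjusted p = 2.2e-05, or 0.034 with an estimated correlation). The list of 4 reprogramming factors had no call in either comparison (camera adjusted p = 0.92 and 0.99). Of 9 forebrain and midbrain patterning genes 5 were lower in ESCs (camera adjusted p = 0.00047, or 0.034 with an estimated correlation). Of 35 cell cycle genes 26 were lower in MEFs (camera adjusted p = 1.2e-07, or 0.0039 with an estimated correlation). All 10 fibroblast genes were higher in MEFs (camera adjusted p = 2.8e-08, or 0.0039 with an estimated correlation). Counts adjusted over the list alone were the same for these lists. Here and for the lists below this says little, since the 2-fold limit alone gave the same gene counts in each comparison. Of all genes tested, 4.9% were called in iPS-NSCs, 6.3% in iPS-cNSCs, and 4.3% in NED-cNSCs, against 20.5% in ESCs and 24.1% in MEFs. The value for iPS-NSCs is from the mean of the lines. By line it was 5% in #1 and 6.7% in #3. The Pearson correlation with brain-NSC arrays across probes averaged 0.962 for NED-cNSCs, 0.954 for iPS-NSCs #1, 0.945 for iPS-NSCs #3, and 0.944 for iPS-cNSCs. It was 0.841 for ESCs and 0.793 for MEFs.

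**Figure D1:**
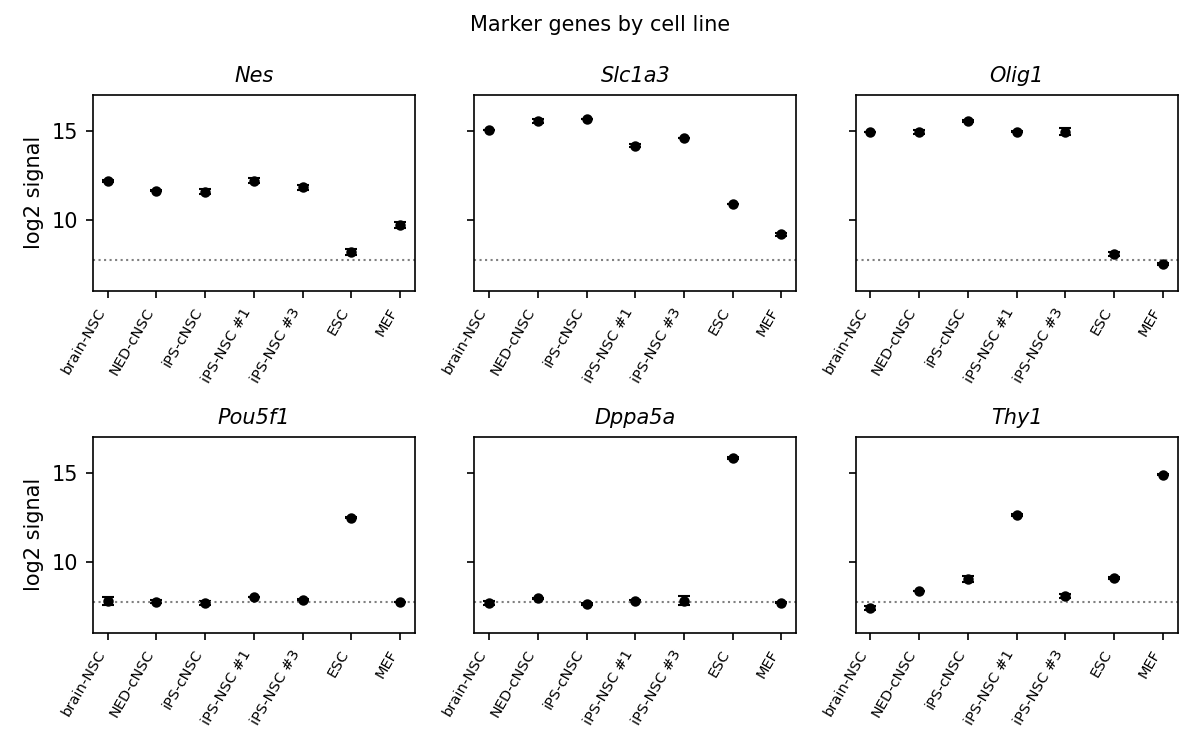
Mean log2 signal of 6 marker genes in each of the 7 groups, with error bars of 1 SD (n = 2 arrays). The dotted line marks the background level of 7.7. Nes, Slc1a3, and Olig1 are high in the NSC groups, Pou5f1 and Dppa5a in ESCs, and Thy1 in MEFs and iPS-NSCs #1.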

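Between iPS-cNSCs and iPS-NSCs single genes differed widely, and several Hox and extracellular matrix genes were lower in iPS-cNSCs. Ednrb, an endothelin receptor gene, was 4.44 log2 units higher in iPS-cNSCs than in iPS-NSCs (limma adjusted p = 7.1e-16), whose lines differed by 3.78 in this gene. Gas6, which encodes a secreted growth factor, was 4.99 log2 units lower (fold change of 31.76) in iPS-cNSCs. Ctsc, a lysosomal protease gene, was at least 35.1-fold higher, and Mt3 and Acss1 were higher by 4.28 and 3.42, with 3 of 4 iPS-NSC arrays above background for Mt3. Of 9 measured Hox genes, 4 were lower in iPS-cNSCs and none was higher (camera adjusted p = 0.00043, or 0.054 with an estimated correlation). Hoxa5 fell by 3.28 between iPS-NSCs and iPS-cNSCs, and Hoxd8 was at least 7.5-fold lower. Of 9 astrocyte genes 2 were higher in iPS-cNSCs (camera adjusted p = 0.0098, or 0.096 with an estimated correlation), and of 9 oligodendrocyte genes 0 were called by limma, where 5 were higher and 2 lower at adjusted p alone (camera adjusted p = 0.44). In total, 418 genes were higher and 262 lower in iPS-cNSCs than in iPS-NSCs. Among 690 Reactome pathways, 10 were over-represented in the lower genes, led by extracellular matrix organization with 15 of 105 members (adjusted p = 0.00048, hypergeometric test). The list of extracellular matrix and integrin genes did not pass (camera adjusted p = 0.095, or 0.21 with an estimated correlation). In the higher genes 3 pathways passed, among them respiratory electron transport with 11 of 57 members (adjusted p = 0.02, hypergeometric test). An array batch was not tested for this comparison and may contribute to its genes and pathways. The signals could not be scaled anew for it, as the iPS-NSC signal columns were not matched by name. In complete-linkage clustering on Pearson distances, iPS-NSCs #1 and #3 joined at 0.0327, brain-NSCs and NED-cNSCs at 0.0395, iPS-cNSCs joined the latter pair at 0.0578, and all NSCs met at 0.0806. Classical MDS placed 42.9% of the variance on the first component and 29% on the second. On their plane the mean distance between iPS-cNSC and iPS-NSC #1 arrays was 5.9, and that between iPS-cNSC and iPS-NSC #3 arrays was 15.1.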

Gene-expression patterns of iPS-cNSCs (*in vivo*-derived) were closer to fetal brain-NSCs than those of iPS-NSCs (*in vitro*-derived cell lines, iPS-NSCs #1 and #3), as shown in Fig 2B and 2C. 

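Hes5, Hey1, and Wnt7a, all regulators of neurogenesis, were nearer to brain-NSCs in iPS-cNSCs than in iPS-NSCs, and the lipid carrier gene Apoe was farther. Hes5, a Notch target gene that keeps neural progenitors undifferentiated, fell by 3.29 log2 units in iPS-NSCs and fell by 1.92 in iPS-cNSCs, and the difference between these changes passed the test (limma adjusted p = 1.4e-09). Hey1 and Wnt7a were 2.51 and 2.09 log2 units higher in iPS-cNSCs than in iPS-NSCs. Of 18 neural stem cell markers, 6 were higher and 1 was lower in iPS-cNSCs than in iPS-NSCs, the same counts adjusted over the list alone (camera adjusted p = 0.08). Apoe was 4.06 log2 units higher in iPS-cNSCs than in iPS-NSCs. In the clustering, iPS-cNSCs joined the branch of brain-NSCs and NED-cNSCs before the iPS-NSC lines did. In 2 alternatives, average linkage (at 0.0521) and no detection filter (at 0.0358), the iPS-NSC lines joined it first. Both settings were set before the data were examined. Only the reading of which group joined next was added afterwards. The direct Euclidean distances over all 12251 probes had another order. The mean distance to brain-NSC arrays was 61 log2 units for iPS-cNSCs (range over 4 array pairs 60.3 to 61.7), 55.2 for iPS-NSCs #1 (54 to 56.5), and 60.6 for iPS-NSCs #3 (60.1 to 61). The Pearson distances were 0.0558, 0.0457, and 0.0549 in the same order. Over the 1000 probes most variable across the 14 arrays, iPS-cNSCs were closer to brain-NSCs than the mean of the iPS-NSC lines, by 11.9%. The iPS-NSC lines hold more arrays than iPS-cNSCs. Choosing probes by variance could therefore favour those in which both lines lie far from brain-NSCs, but whether it did was not tested. ESCs and MEFs, the groups farthest from brain-NSCs, weigh on this choice too. Of the squared difference between iPS-cNSCs and brain-NSCs, 47.3% lay in probes changed over 2-fold, compared with 52.3% for iPS-NSCs #1 and 62.4% for #3. No p-value was computed for distances. On the arrays matched by name, the lowest signals were 79.8 to 96.2 on the MEF and iPS-cNSC arrays and 119.2 to 132.2 on the others.

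**Figure D2:**
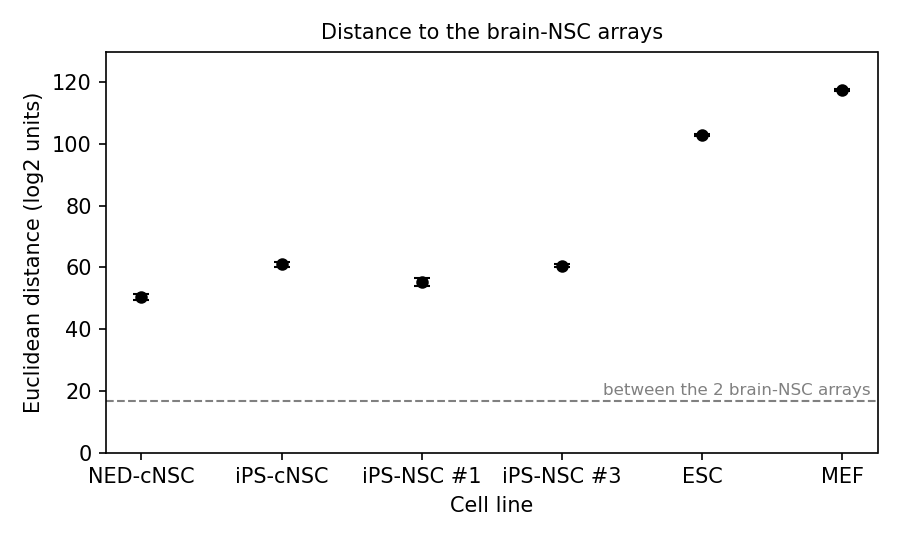
Euclidean distance of each group's arrays to the brain-NSC arrays over 12251 probes, in log2 units. Points are means over 4 array pairs, bars run from the lowest to the highest pair, and the dashed line marks the distance of 16.6 between the 2 brain-NSC arrays.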

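NED-cNSCs differed from brain-NSCs in single genes, with few shifts of whole gene groups. Ramp1, which encodes a receptor-modifying protein, rose by 3.74 log2 units, the scaffold gene Akap12 by 3.37, and Apoe, a lipid carrier gene of glia, by 3.35 (limma adjusted p = 5.7e-13 for Apoe). For Ramp1 and Apoe, 1 of 2 brain-NSC arrays was above background. Tmem14c was at least 26.2-fold lower and Mfsd2a, a lipid transporter gene, at least 11.6-fold lower than in brain-NSCs, where both were well expressed. In total, 219 genes were up-regulated and 144 down-regulated in NED-cNSCs. Of 22 glycolysis and hypoxia genes, 4 fell and 1 rose in NED-cNSCs (camera adjusted p = 0.013, or 0.17 with an estimated correlation). Of 10 neuron genes, Mapt and Gad1 rose by 2.81 and 1.81 (camera adjusted p = 0.032, or 0.25 with an estimated correlation). No gene of oxidative phosphorylation was called in NED-cNSCs by limma, where 17 were higher and 8 lower at adjusted p alone (camera adjusted p = 0.27). None of the 690 Reactome pathways passed for NED-cNSCs by the hypergeometric test, and 39 and 19 had an unadjusted p under 0.05 among the up-regulated and down-regulated genes. The mean Euclidean distance to brain-NSC arrays was 50.3 for NED-cNSCs (range over 4 array pairs 49.6 to 51.4), lower than for the iPS-derived groups in every pair. NED-cNSCs and iPS-cNSCs were 59.4 apart. The genes of chromosome 11 were together higher in NED-cNSCs than in the other groups, with a median of 0.16 over 722 genes.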

Interestingly, the gene-expression pattern of *in vivo* control NED-cNSCs was slightly more similar to that of the fetal brain-NSCs than the iPS-cNSCs (Fig 2B and 2C). These results indicated that both the differentiation environment and the cell source may influence the characteristics of their differentiation products.

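The groups that shared an origin or an environment were compared through the genes in which they parted. Between iPS-cNSCs and NED-cNSCs, which share the chimeric brain, 270 genes were higher and 194 lower in iPS-cNSCs at the same limits. Besides cell source, they differ in the mice they came from, in the transgenes of the iPSC-derived cells, and in the neomycin selection of iPS-cNSCs. Their arrays also differed in lowest signal (84.4 and 83.7 against 126.2 and 132.2). These differences cannot be told apart here. Between iPS-NSCs #1 and #3, both differentiated in vitro from iPSCs, 161 genes were higher and 98 lower in #1. The paper does not state whether they came from the same iPSC line. Mest, an imprinted gene expressed from the paternal copy, was at least 22.5-fold higher in iPS-NSCs #1 than in #3, where it was not above background. The mean distance between the arrays of these lines was 46, and that of iPS-cNSCs was 67.4 to iPS-NSCs #1 and 72.7 to iPS-NSCs #3. From the positions of iPS-NSCs, iPS-cNSCs, and NED-cNSCs relative to brain-NSCs in Fig 2B and 2C, the paper proposes that the differentiation environment and the cell source may influence the resulting NSCs.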

### Differential gene expression in iPS-NSCs and iPS-cNSCs

To analyse differentially expressed genes in iPSC-derived NSCs, we compared up-regulated genes or down-regulated genes between iPS-NSCs and iPS-cNSCs (fold-change [FC] > 2). 

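Igfbp4, Gas6, Efs, Renbp, and Lpl, genes of different functions, had the largest rises in iPS-NSCs against brain-NSCs. Igfbp4, an insulin-like growth factor binding protein gene, rose by 4.66 log2 units (standard error 0.1, limma adjusted p = 1.7e-14), from a mean log2 signal of 9.74 to 14.4. Gas6 rose by 3.89, Efs by 3.84, and Lpl, a lipoprotein lipase gene, by 3.68, with adjusted p-values of at most 2e-14 from limma. Renbp rose by 3.73, with 1 of 2 brain-NSC arrays above background. Hoxd8 and Hoxa2, which specify position along the body axis, were higher, Hoxd8 at least 7.7-fold and Hoxa2 by 2 log2 units. Over 9 measured Hox genes these were the calls (camera adjusted p = 0.01, or 0.097 with an estimated correlation). The lines were not alike for every gene: Lpl was 2.62 log2 units lower in iPS-NSCs #1 than in #3, and the surface antigen gene Thy1 4.58 higher. Of 9 astrocyte genes, Gja1 and Sparcl1 rose (the latter with 1 of 2 brain-NSC arrays above background) and none fell, while the median of the list was -0.4, its mean 0.23, and the test pointed down (camera adjusted p = 0.65). Calls were 1 of 9 oligodendrocyte genes, 2 higher and 2 lower of 21 p53 and senescence genes, and 2 higher and 3 lower of 15 imprinted genes (camera adjusted p = 0.73, 0.65, and 0.65). All counts in this paragraph were the same adjusted over the list alone. In total, 222 of 8470 genes were up-regulated in iPS-NSCs, taken as the mean of lines #1 and #3. Compared separately with brain-NSCs, 252 were up-regulated in #1 and 286 in #3.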

In iPS-NSCs, 323 genes were up-regulated compared to fetal brain-derived NSCs (Fig 3A). 

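Ctsc, Apoe, and Anxa3, genes of different functions, had the largest rises in iPS-cNSCs against brain-NSCs. Ctsc rose by 4.98 log2 units (standard error 0.08, limma adjusted p = 2.2e-15), and Anxa3 by 4.15. Apoe rose by 4.32, with 1 of 2 brain-NSC arrays above background. Gja1, which encodes the astrocyte gap-junction protein connexin 43, rose by 3.79, and with Apoe and Sparcl1 made 3 of 9 astrocyte genes that were up-regulated, with none lower (camera adjusted p = 0.021, or 0.12 with an estimated correlation). Gad1, an enzyme gene of inhibitory neurons, rose by 2.88 and the tau gene Mapt by 1.54, the only calls among 10 neuron genes (camera adjusted p = 0.13). Under median scaling of the matched signals the median of the neuron genes was below 0 (-0.33) while that of the astrocyte genes stayed above it (0.49). Counts adjusted over the list alone were the same. In total, 321 genes were up-regulated in iPS-cNSCs, and 45 of them lie on chromosome 8, where 17.5 were expected (adjusted p = 6.3e-08, hypergeometric test). The genes of chromosome 8 were together higher in iPS-cNSCs and ESCs than in the other groups, with a median of 0.27 over 461 genes in each. The counts of up-regulated and down-regulated genes were 321 and 212, against 757 and 743 with neqc and 303 and 714 under median scaling. Median scaling lowered the median of all genes in iPS-cNSCs to -0.23. An array batch was not tested for single genes or lists, and may contribute to any change between iPS-cNSCs and brain-NSCs or iPS-NSCs.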

In total, 407 genes were up-regulated in iPS-cNSCs compared to the corresponding expression levels in fetal brain-derived NSCs. In addition, 68 genes were identified as up-regulated genes in both iPS-NSCs (21%) and iPS-cNSCs (16.7%). 

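Among the genes that rose in both iPS-NSCs and iPS-cNSCs, Igfbp4, Gja1, Pdpn, Renbp, and Tomm22 had the largest changes by the smaller of the 2 values. Igfbp4, Gja1, and Pdpn, which encodes the glycoprotein podoplanin, rose by at least 3 log2 units in both. In iPS-cNSCs Igfbp4 rose by 3.18 and Pdpn by 3.47, and in iPS-NSCs Gja1 rose by 3.04 and Pdpn by 3.22, with 3.83 in #1 and 2.61 in #3 for Pdpn (limma adjusted p from 2.6e-11 to 1.2e-13 for these 4 changes). Renbp rose by 3.16 in iPS-cNSCs. Tomm22, a mitochondrial import receptor gene, rose by 2.88 and 2.98. In total, 60 genes were up-regulated in both, which is 27% of the genes up in iPS-NSCs and 18.7% of those up in iPS-cNSCs. Independent lists of these sizes would share 8.4 genes. Simulated unchanged groups compared with the same brain-NSC arrays shared 0 genes in either direction in 100 simulations. The 2-fold limit leaves such groups almost no calls, so this count says nothing about the shared controls. Both comparisons use the same 2 brain-NSC arrays, which were not split between them, so part of the excess may come from the shared controls. The covariance of the changes across probes was 0.083, against a simulated mean of 0.007, a difference of 0.077, and the correlation was 0.331 against 0.577. Of the 60 genes, 36 were up-regulated in NED-cNSCs as well. Of 162 genes up in iPS-NSCs only, 94 differed between iPS-NSCs and iPS-cNSCs by the test and the 2-fold limit. Of 261 up in iPS-cNSCs only, 175 did. Of the genes up in iPS-NSCs, 4 were down in iPS-cNSCs.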

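Gap43, Vxn, Ifitm3, Mest, and Hes5 had the largest falls in iPS-NSCs against brain-NSCs. Gap43, a growth-cone protein gene, was above background in brain-NSCs and not in iPS-NSCs, at least 14.6-fold lower (limma adjusted p = 9.3e-15). Ifitm3, an interferon-induced membrane protein gene, fell by 3.59 log2 units, Ednrb by 3.21, and the immediate early gene Fos by 3.2. These are means of lines that differed: Ifitm3 had changes of -1.89 in #1 and -5.28 in #3, and Ednrb of -1.32 and -5.1. Mest fell by 3.45 and Rgcc by 3.08, each above background on 2 of 4 iPS-NSC arrays. In #1 Mest fell by 1.12 and Rgcc by 2.13, and in #3 they were at least 48.8-fold and 14.8-fold lower. Hes5 was above background on 2 of 4 arrays too. Of 10 neuron genes 2 fell in iPS-NSCs (camera adjusted p = 0.65). Of 18 neural stem cell markers Hes5 and Fabp7 fell in iPS-NSCs (camera adjusted p = 0.01, or 0.097 with an estimated correlation), while 2 fell and 2 rose in iPS-cNSCs (camera adjusted p = 0.99, with a median of 0.14 and a mean of -0.03). Of 22 glycolysis and hypoxia genes 3 fell and 1 rose in iPS-NSCs (camera adjusted p = 0.02, or 0.1 with an estimated correlation), and 5 fell and 1 rose in iPS-cNSCs (camera adjusted p = 0.14). In iPS-cNSCs, Hoxa5 fell by 3.42 and the replication factor gene Pclaf by 2.7 (adjusted p = 4.5e-12 from limma), and Mettl14, an RNA methyltransferase gene, was at least 5.8-fold lower. Ptprk fell by 2.43, with 1 of 2 iPS-cNSC arrays above background, and its second probe had a change of -0.36. In iPS-NSCs, 2 of 23 interferon genes, 0 of 12 chromatin genes, 1 of 9 housekeeping genes, 1 of 4 neural crest genes, and 0 of 3 endothelial genes fell (camera adjusted p = 0.11, 0.44, 0.44, 0.98, and 0.91). The microglia list, with 1 of 2 genes lower, and the sex-linked list, with 0 of 2 called, were too small to test. Counts adjusted over the list alone were the same. By line, 170 genes were down-regulated in iPS-NSCs #1 and 281 in #3. In total, 191 genes were down-regulated in iPS-NSCs and 212 in iPS-cNSCs. Of these, 16 and 33 lie on chromosome 19, where 6.8 and 7.6 were expected (adjusted p = 0.027 and 1.1e-11, hypergeometric test). The genes of this chromosome were together higher in brain-NSCs than in the other groups, with a median of 0.34 over 303 genes.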

We also identified 196 and 256 genes that were down-regulated in iPS-NSCs and iPS-cNSCs, respectively, compared to their expression levels in fetal brain-derived NSCs. Further analysis revealed that 51 genes were down-regulated in both iPS-NSCs (26%) and iPS-cNSCs (19.8%).

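Vxn, Glipr2, Rgs8, Bmerb1, and Ifitm3 had the largest falls, by the smaller of the 2 values, among the genes that fell in both iPS-NSCs and iPS-cNSCs. Vxn, a gene of neural differentiation, fell by 4.15 log2 units in iPS-NSCs and fell by 4.19 in iPS-cNSCs (limma adjusted p = 9.3e-15 and 8.9e-14), with 3 of 4 iPS-NSC arrays above background. Glipr2 fell by 3.19 and 2.63, while its second probe had changes of -0.55 and -0.38. Rgs8, a regulator of G-protein signalling, fell by 2.48 in iPS-NSCs and was at least 6-fold lower in iPS-cNSCs. Bmerb1 was at least 8-fold lower in iPS-NSCs and fell by 2.15 in iPS-cNSCs. Ifitm3 fell by 2.02 in iPS-cNSCs. In total, 55 genes were down-regulated in both, which is 28.8% of the genes down in iPS-NSCs and 25.9% of those down in iPS-cNSCs. Independent lists would share 4.8 genes, and part of the excess may come from the shared controls. Of the 55 genes, 24 were down-regulated in NED-cNSCs too, and 8 lie on chromosome 19, where 2 were expected. Of the genes down in iPS-NSCs, 15 were up in iPS-cNSCs. The difference between iPS-NSCs and iPS-cNSCs passed the test and the 2-fold limit for 91 of the 136 genes down in iPS-NSCs only. It did so for 62 of the 157 down in iPS-cNSCs only.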

**Fig 3:**
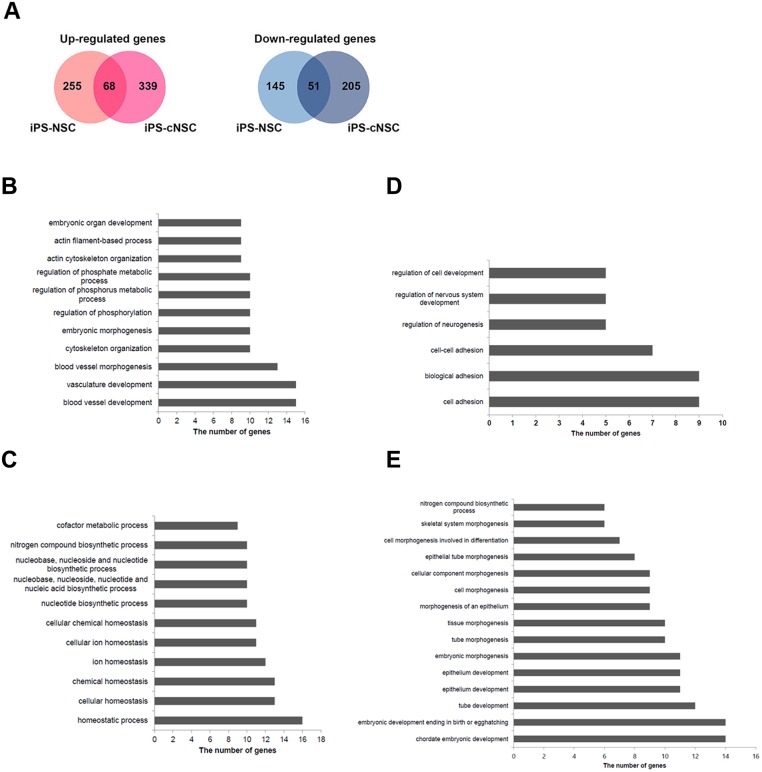
Differentially expressed genes in iPS-NSCs and iPS-cNSCs. **(A)** Up-regulated or down-regulated genes in iPS-NSCs or iPS-cNSCs, compared with the corresponding expression levels in brain-derived NSCs. **(B)** GO analysis of genes that were up-regulated in iPS-NSCs, when compared with brain-derived NSCs. **(C)** GO analysis of genes that were up-regulated in iPS-cNSCs, when compared with brain-derived NSCs. **(D)** GO analysis of down-regulated genes in iPS-NSCs. **(E)** GO analysis of down-regulated genes in iPS-cNSCs.

Next, we performed Gene Ontology (GO) analysis of the differentially expressed genes identified in iPS-NSCs and iPS-cNSCs. (S1 and S2 Tables) Functional annotation clustering of differentially expressed genes using GO analysis revealed that the up-regulated genes in iPS-NSCs were significantly enriched for GO terms linked to ‘blood vessel development’, ‘actin cytoskeleton organization’, ‘embryonic organ development’, ‘regulation phosphorylation’, ‘cholesterol and sterol biosynthetic process’, ‘membrane invagination’, and ‘regulation protein kinase activity’. 

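Genes of cholesterol synthesis and of vessel formation were shifted upward in iPS-NSCs. Hsd17b7, an enzyme gene of cholesterol synthesis, rose by 1.26 log2 units (limma adjusted p = 2.7e-08), and Fdps, Lss, and Stard4 rose by 1.08, 1.08, and 1.05. These were the calls among 18 cholesterol genes, with none lower (camera adjusted p = 8.2e-05, or 0.041 with an estimated correlation). The cholesterol list was also shifted upward in iPS-cNSCs, where Idi1 and Insig1 rose, with changes of -0.0007465 and 0.47 in the other kept probes of Insig1 (camera adjusted p = 0.0015, or 0.065 with an estimated correlation). Of 28 blood vessel genes 6 rose and 2 fell in iPS-NSCs (camera adjusted p = 0.0021, or 0.11 with an estimated correlation). Among them the matricellular gene Ccn2 rose by 2.7, the receptor gene Tgfbr2 by 2.27 (0.61 in a second probe), and the protease gene Mmp2 by 2.13. By line, #1 then #3, Ccn2 rose by 4.03 and 1.36 and Mmp2 by 1.07 and 3.18. Of 32 actin cytoskeleton genes, Actn1 rose by 1.46 while Cdc42ep3 and the smooth-muscle actin gene Acta2 fell by 1.49 and 1.14, with 3 of 4 iPS-NSC arrays above background for Acta2, whose other probes had changes from -0.37 to 0.1 (camera adjusted p = 0.65). These lists were written after the terms the paper names for these samples. Their counts, the same adjusted over the list alone, are therefore not independent evidence. None of the 690 Reactome pathways passed the hypergeometric test for the genes up in iPS-NSCs, where the lowest adjusted p was 0.12, and 42 had an unadjusted p under 0.05.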

The up-regulated genes in iPS-cNSCs were enriched for GO terms linked to ‘acetyl-CoA and coenzyme metabolic process’, ‘energy derivation by oxidation’, ‘nucleotide biosynthetic process’, ‘regulation of neurological system process’, ‘cellular homeostasis’, and ‘regulation of nervous system development’. 

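Acss1, Mdh1, and Mdh2, enzyme genes in the list written for the TCA cycle and acetyl-CoA, rose in iPS-cNSCs. Acss1, which encodes the mitochondrial acetyl-CoA synthetase, rose by 1.63 log2 units (limma adjusted p = 2.9e-09), and the malate dehydrogenase genes Mdh1 and Mdh2 rose by 1.34 and 1.26. In iPS-NSCs Acss1 moved the other way and fell by 1.8. Of 25 genes of this list 5 rose in iPS-cNSCs and none fell (camera adjusted p = 6.9e-06, or 0.12 with an estimated correlation), and 7 were higher and none lower in iPS-cNSCs than in iPS-NSCs (camera adjusted p = 2.8e-05, or 0.096 with an estimated correlation). In iPS-NSCs 1 rose and 1 fell. For nervous system development, the neurotrophin receptor gene Ntrk3 rose by 1.44, while Insm1 fell by 1.32 and Id1 by 1.43. Of 28 regulators of neurogenesis 1 rose and 3 fell in iPS-cNSCs, with a median of 0.12 and a mean of -0.08 (camera adjusted p = 0.92). For nucleotide synthesis, Tk2 rose by 1.21 and Rrm2 by 1.19, and a second probe of Rrm2 had a change of -0.2. These lists follow the paper's terms, and their counts, the same adjusted over the list alone, are not independent evidence. None of the Reactome pathways passed the hypergeometric test for the genes up in iPS-cNSCs. The lowest adjusted p was 0.054, for biological oxidations with 9 of 49 members, and 29 pathways had an unadjusted p under 0.05.

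**Figure D3:**
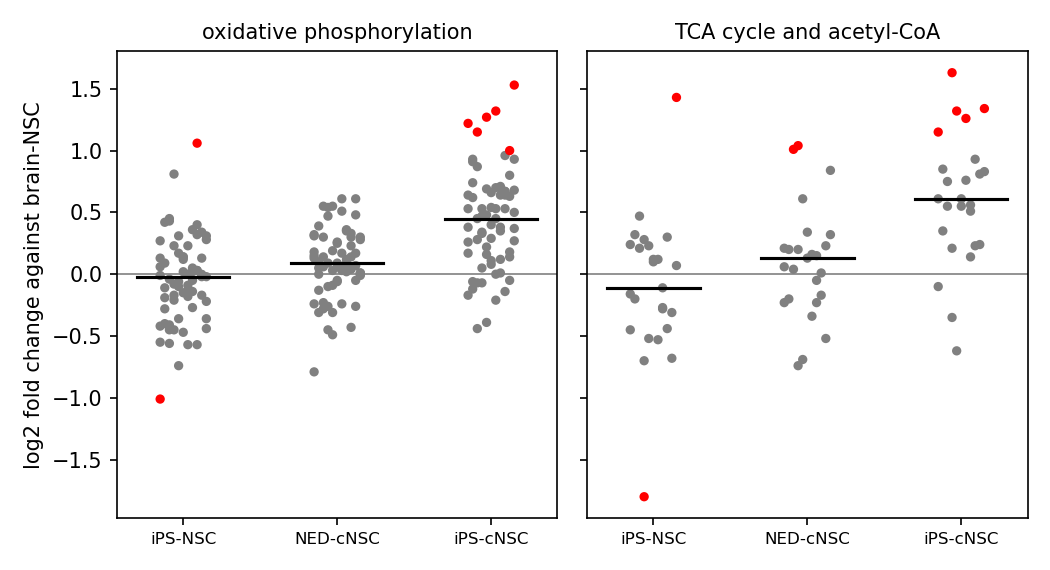
Log2 fold change against brain-NSCs of the measured genes of oxidative phosphorylation (67) and of the TCA cycle and acetyl-CoA formation (25) in iPS-NSCs, NED-cNSCs, and iPS-cNSCs. Each point is a gene, red where it passed the test and the 2-fold limit, and black lines mark medians. In iPS-cNSCs the medians are 0.45 and 0.61.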

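The basement membrane genes Col4a1, Col4a2, and Lamb2 rose in iPS-NSCs. The type IV collagen gene Col4a1 rose by 1.84 log2 units (limma adjusted p = 5.4e-11) and Col4a2 by 1.45. Col4a1 rose by 2.97 in line #1 and had a change of 0.71 in #3. Lamb2, which encodes a laminin chain, rose by 1.57, while the integrin gene Itga6 fell by 1.08, with 2 of 4 iPS-NSC arrays above background. Of 28 extracellular matrix and integrin genes 3 rose and 1 fell in iPS-NSCs (camera adjusted p = 0.019, or 0.1 with an estimated correlation). In iPS-cNSCs 2 rose and 4 fell (camera adjusted p = 0.59). The laminin gene Lamc1 fell by 1.98, Sparc by 1.6, and the tenascin gene Tnc by 1.48, with changes from -1.46 to -0.63 in its other kept probes. Against iPS-NSCs, 1 of the 28 was higher and 8 were lower in iPS-cNSCs (camera adjusted p = 0.095). This list was written after the KEGG terms the paper names, and its counts, the same adjusted over the list alone, are not independent evidence. KEGG pathway tables were not used here.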

Pathway analysis (KEGG pathway) revealed that up-regulated genes in iPS-NSCs were enriched for terms associated with ‘small cell lung cancer’ and ‘cardiomyopathy’. The up-regulated genes in iPS-cNSCs were enriched for terms associated with ‘oxidative phosphorylation’ and ‘Alzheimer‘s disease’ (Fig 3B and 3C, S1 Table). 

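Genes of several respiratory chain complexes were shifted upward together in iPS-cNSCs. Cox4i1, a subunit gene of cytochrome c oxidase, rose by 1.53 log2 units (limma adjusted p = 2.7e-08), from a mean log2 signal of 13.47 to 15. Sdhc of complex II rose by 1.32, Ndufb5 of complex I by 1.27, and Atp5a1 of the ATP synthase by 1.22. Of 67 measured genes of oxidative phosphorylation 6 rose over 2-fold and none fell, and the median change was 0.45 (camera adjusted p = 7.1e-08, or 0.0033 with an estimated correlation). In iPS-NSCs 1 of the 67 rose and 1 fell, with a median of -0.02 (camera adjusted p = 0.82). In the direct comparison 12 were higher in iPS-cNSCs than in iPS-NSCs and none was lower (camera adjusted p = 7.2e-08, or 0.0033 with an estimated correlation), with Atp5a1 higher by 2.23 and Ndufb5 by 2.01. On the matched arrays the median of the list in iPS-cNSCs was 0.49 with neqc, 0.28 with median scaling (0.51 relative to the median of all genes), and 0.48 with cyclic loess. The lowest signals were 84.4 and 83.7 on the iPS-cNSC arrays and 126.5 and 123.6 on the brain-NSC arrays. An array batch was not tested for this list and cannot be told apart from the cell line. The genes of chromosome 8 were together higher in iPS-cNSCs (median 0.27), and the list was not tested without any members that lie on it. The list follows the paper's term and its counts, the same adjusted over the list alone, are not independent evidence.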

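The adhesion genes Vcam1, Nrcam, and Cdh6 fell in iPS-NSCs, and regulators of neurogenesis were shifted downward as a group. Vcam1, an adhesion molecule gene of neural stem cells, fell by 1.9 log2 units (limma adjusted p = 9.2e-11), Nrcam, a neuronal adhesion gene, by 1.64, and the cadherin gene Cdh6 by 1.11, with 2 of 4 iPS-NSC arrays above background for Cdh6. In line #1 the changes were -0.61 for both Nrcam and Cdh6, and in #3 Nrcam fell by 2.68 and Cdh6 was at least 3-fold lower. These were the calls among 26 cell-cell adhesion genes, with none higher (camera adjusted p = 0.65). Of 28 regulators of neurogenesis, Hes5, Wnt7a, Wnt7b, and Hey1 fell and 1 rose (camera adjusted p = 0.019, or 0.097 with an estimated correlation). Wnt7a fell by 2.48, Wnt7b by 1.91, and Hey1 by 1.85, and the second probe of Wnt7b had a change of -0.8. In iPS-cNSCs 3 of the 26 adhesion genes rose and 1 fell (camera adjusted p = 0.21). Both lists were written after the paper's terms, so their counts, the same adjusted over the list alone, are not independent evidence. None of the Reactome pathways passed the hypergeometric test for genes down in iPS-NSCs, with a lowest adjusted p of 0.14, and 19 had an unadjusted p under 0.05.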

The down-regulated genes in iPS-NSCs were enriched for terms linked to ‘cell-cell adhesion’ and ‘regulation neurogenesis’. The down-regulated genes in iPS-cNSCs were enriched for terms linked to ‘tube development’, ‘epithelial tube morphogenesis’, ‘chordate embryonic development’, ‘neural tube formation’, ‘embryonic skeletal system morphogenesis’, ‘cell morphogenesis’, and ‘pyrimidine nucleotide biosynthetic process’ (Fig 3D and 3E, S2 Table).

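The neural tube genes Tfap2a and Vangl2 fell in iPS-cNSCs, as did the matrix gene Col5a1. Tfap2a, a transcription factor gene of neural crest and neural tube closure, was at least 5.2-fold lower (limma adjusted p = 2.2e-12), and the planar polarity gene Vangl2 fell by 1.11 log2 units. With Hes5 these were the calls among 24 neural tube and epithelial tube genes, with none higher (camera adjusted p = 0.24). In iPS-NSCs 3 of the 24 fell as well and the list was shifted downward (camera adjusted p = 0.02, or 0.1 with an estimated correlation), with Tfap2a lower by 1.45 (-0.78 in a second probe), or by line -0.95 in #1 and -1.95 in #3. The pyrimidine synthesis gene Umps fell by 1.1 and the nucleoside diphosphate kinase gene Nme4 by 1.14, but the other probes had changes of -0.31 and -0.53 for Umps and -0.78 and -0.04 for Nme4. Of 22 pyrimidine genes 2 rose and 3 fell in iPS-cNSCs (camera adjusted p = 0.22), and 1 fell in iPS-NSCs (camera adjusted p = 0.02, or 0.12 with an estimated correlation). These lists were written after the paper's terms, so their counts, the same adjusted over the list alone, are not independent evidence. Of the Reactome pathways, extracellular matrix proteoglycans passed for the genes down in iPS-cNSCs, with 6 of 28 members (adjusted p = 0.038, hypergeometric test). The collagen gene Col5a1 fell by 2.12.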

## Discussion

Here, we established *in vivo* differentiated NSCs (iPS-cNSCs) from iPSCs by chimera formation, which were similar to fetal brain-derived NSCs in terms of morphology and gene-expression patterns. These results indicated that iPSCs contributed to the neural lineage in chimeras (*in vivo* environment), which could be purified and then directly cultured as NSCs *in vitro*. NSCs established from iPSCs through *in vitro* and *in vivo* differentiation systems are very similar to fetal brain-derived NSCs, but NSCs differentiated from an *in vivo* system were slightly more similar to fetal brain-derived NSCs than *in vitro*-differentiated NSCs. Araki et al. (2013) used *in vivo*-differentiated somatic cells from iPSCs for transplantations. They transplanted skin cells, a type of in vivo-differentiated somatic cells, from the tails of chimeric mice and showed that the transplanted cells were sustained over 10 months, which exceeded the period in which *in vitro*-differentiated somatic cells were sustained post-transplantation [19]. There is another useful approach for *in vivo* differentiation system. Specific cell types could be isolated from pluripotent stem cells through teratoma formation, which was based on the ideas of teratoma contained diverse cell types [20–22]. We also found that in vivo differentiation through teratoma formation could be used to differentiate PSCs into NSCs [23]. Chimera-derived differentiated NSCs also were more similar to fetal brain-derived NSCs than to NSCs derived by *in vitro* differentiation. These results suggested that the differentiation environment influences gene expression in differentiated cells and could be a crucial factor determining the characteristics of the differentiated cells from iPSCs.

Differentiating pluripotent stem cells into specialized cell types is potentially useful, not only for clinical transplantation applications, but also as a research tool for studying the basic mechanisms of diseases. Recently, pluripotent stem cells such as ESCs and iPSCs were reported to be differentiated into NSCs *in vitro*, which could be maintained in culture, while retaining the ability to differentiate into neuronal or glial cells [2, 14]. However, data from a recent study showed that the low efficiency of differentiation from iPSCs was associated with transgene reactivation [24]. Transgenes of reprogramming factors can be integrated into the genomes of iPSCs using retroviral, lentiviral, or plasmid vector systems [25]. The *in vitro* differentiation of retrovirus-derived iPSCs into NSCs was slower (4–7 weeks) than that of ESCs (1–2 weeks) [14]. Here we showed that *in vivo* differentiation following chimera formation could overcome the differentiation delay problem of retrovirus-derived iPSCs. The iPSCs developed using retroviral transgene expression efficiently differentiated into NSCs through chimera formation without a delay of NSC formation in brain tissue. Furthermore, we could not see re-reprogramming in the iPS-cNSCs, which was observed in NSCs differentiated in vitro [14].

The results of several studies have suggested that lentiviral or retroviral transgenes were re-expressed when the iPSCs were differentiated *in vitro* [14, 24]. iPSC-derived neurospheres contained undifferentiated Nanog-GFP-positive cells, which could form teratomas in NOD/SCID mice [26]. Exogenous *Oct4* expression was detected in Nestin-positive neural progenitor cells and in TuJ1- and TH-positive neurons differentiated from human iPSCs induced by a lentivirus [24]. Moreover, we showed that NSCs differentiated from iPSCs could be reverted into the pluripotent state after 10 passages. The integrated transgenes in iPSCs were reactivated after differentiation into NSCs, following the down-regulation of DNA methyltransferases and DNA methylation of the transgenes [14]. However, only about 33% (1/3) of the NSC lines reverted into pluripotent cells, indicating that not all transgenes were reactivated when iPSCs differentiated. Here, we showed that *in vivo*-differentiated NSCs did not contain undifferentiated cells (S5 Fig). We derived 2 iPS-cNSC lines, which did not show any sign of reprogramming into the pluripotent state after more than 10 passages. Moreover, exogenous factors were silenced in all iPS-cNSC cell lines (S4 Fig).

In this study, we successfully differentiated and isolated NSCs from iPSCs after chimera formation. This system could be applied to obtain various differentiated cell types from iPSCs, such as hepatocytes or endothelial cells. In addition, the *in vivo* differentiation method based on chimera formation can be used for differentiating pluripotent stem cells into cell types whose differentiation protocols have not been well established. Although ethical considerations challenge translating the chimera-formation method to humans, as a therapeutic resource, as naïve human pluripotent stem cells were established recently [27–29], there is a possibility for cross-species chimera formation. Also, an efficient differentiation protocol or mimic of the *in vivo* environment should be developed for human applications, such as with an *in vitro* 3D cerebral organoid culture system.

## Supporting information

S1 Fig Neural stem cell marker expression of iPS-NSCs and iPS-cNSCs. **(A)** Gene expression levels of the NSC marker Nestin and Sox2 in brain-derived NSCs, iPS-NSCs, and iPS-cNSCs. Data are presented as mean±SD of triplicates (n = 3).
(TIF)

S2 Fig Establishment of iPS-cNSC-single cell line (iPS-cNSC-S). **(A)** Neurosphere formation and establishment of iPS-cNSC-Single cell-line (iPS-cNSC-S) from single cell. **(B)** iPS-cNSCs expressed NSC markers, such as NESTIN and SOX2, as determined by immunocytochemistry.
(TIF)

S3 Fig Differentiation potential of NED-NSCs and iPS-cNSCs. **(A)** iPS-cNSC-S and NED-NSCs could differentiate into glial (GFAP+) or neural (MAP2+) lineage. **(B)** Quantification of the lineage-specific differentiation efficiency by NED-NSCs and iPS-cNSC-S. Error bars indicate the standard error of the mean.
(TIF)

S4 Fig Transgene expression of iPS-cNSCs. **(A)** Expression levels of exogenous 4 Factor (Oct4-TG, Klf4-TG, Sox2-TG, and c-Myc-TG) in iPSCs (Negative control), iPS-NSCs (Positive control, Transgene re-expressed, established in our previous article [14]), iPS-cNSCs, and NSCs 4F (Positive control). NSCs 4F were control, infected retroviral four factors in, respectively. Data are presented as mean±SD of triplicates (n = 3).
(TIF)

S5 Fig Inactivation of Oct4-GFP in iPS-derived NSCs. **(A)** iPS-cNSC-S and iPS-NSCs were negative for Oct4-GFP transgene expression.
(TIF)

S1 Table GO analysis and KEGG-pathway analysis of genes that were up-regulated in iPS-NSCs, when compared with brain-derived NSCs.

S2 Table GO analysis and KEGG-pathway analysis of genes that were down-regulated in iPS-NSCs, when compared with brain-derived NSCs.

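The table lists functional annotation clusters, groups of Gene Ontology terms that share many genes, for the down-regulated genes of iPS-NSCs and then of iPS-cNSCs. The enrichment score of a cluster summarises the p-values of its terms, so that a higher score means stronger over-representation. The count is the number of down-regulated genes that carry a term, and the p-value tests whether this count exceeds what the background genes would give. Terms of a cluster overlap, so that one gene is counted under several of them. Over-representation tests use only which genes passed the limits, whereas the camera tests of gene lists given beside the claims use the changes of all measured genes, called or not.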

# Supplementary material for: In vivo differentiation of induced pluripotent stem cells into neural stem cells by chimera formation
**Source:** PLoS One. 2017 Jan 31;12(1):e0170735. doi: 10.1371/journal.pone.0170735
**Supplement:** S2 Table

Annotation Cluster 1		Enrichment Score: 1.89	
GO term	Count	P_Value	
cell-cell adhesion	7	3.60E-03	
cell adhesion	9	2.40E-02	
biological adhesion	9	2.40E-02	

Annotation Cluster 2		Enrichment Score: 1.81	
GO term	Count	P_Value	
regulation of neurogenesis	5	9.40E-03	
regulation of nervous system development	5	1.40E-02	
regulation of cell development	5	1.80E-02	
regulation of neuron differentiation	4	2.60E-02	

Annotation Cluster 1		Enrichment Score: 4.11	
GO term	Count	P_Value	
tube morphogenesis	10	3.80E-05	
tube development	12	4.60E-05	
epithelium development	11	2.70E-04	

Annotation Cluster 2		Enrichment Score: 3.63	
GO term	Count	P_Value	
epithelial tube morphogenesis	8	9.30E-05	
morphogenesis of an epithelium	9	2.60E-04	
epithelium development	11	2.70E-04	
tissue morphogenesis	10	4.70E-04	

Annotation Cluster 3		Enrichment Score: 3.33	
GO term	Count	P_Value	
chordate embryonic development	14	2.00E-04	
embryonic development ending in birth or egg hatching	14	2.20E-04	
embryonic morphogenesis	11	2.40E-03	

Annotation Cluster 4		Enrichment Score: 2.51	
GO term	Count	P_Value	
primary neural tube formation	5	6.80E-04	
neural tube formation	5	1.40E-03	
embryonic epithelial tube formation	5	1.70E-03	
tube lumen formation	5	2.40E-03	
neural tube closure	4	6.10E-03	
tube closure	4	6.10E-03	
morphogenesis of embryonic epithelium	5	6.60E-03	
neural tube development	5	8.20E-03	

Annotation Cluster 5		Enrichment Score: 1.96	
GO term	Count	P_Value	
embryonic skeletal system morphogenesis	5	3.30E-03	
skeletal system morphogenesis	6	8.20E-03	
embryonic skeletal system development	5	8.20E-03	
embryonic organ morphogenesis	5	6.90E-02	

Annotation Cluster 6		Enrichment Score: 1.84	
GO term	Count	P_Value	
cell morphogenesis	9	9.70E-03	
cell morphogenesis involved in differentiation	7	1.60E-02	
cellular component morphogenesis	9	2.00E-02	

Annotation Cluster 7		Enrichment Score: 1.52	
GO term	Count	P_Value	
pyrimidine nucleotide biosynthetic process	4	8.70E-04	
pyrimidine nucleotide metabolic process	4	2.10E-03	
nucleotide biosynthetic process	5	8.60E-02	
nucleobase, nucleoside and nucleotide biosynthetic process	5	9.30E-02	
nucleobase, nucleoside, nucleotide and nucleic acid biosynthetic process	5	9.30E-02	
nucleoside metabolic process	3	1.00E-01	
nitrogen compound biosynthetic process	6	1.60E-01

How the deposited data were processed for this re-analysis (not part of the article)

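Gene expression was measured in brain-NSCs, iPS-NSCs #1 and #3, iPS-cNSCs, NED-cNSCs, ESCs, and MEFs with 2 arrays each. The authors hybridized labelled cRNA to Illumina MouseRef-8 v2 arrays and extracted probe signals with GenomeStudio 2011.1. One deposited table holds an intensity in arbitrary units and a detection p-value for each probe and array, before normalization. The deposited p-value gives the chance that a signal at least as high would come from the negative control probes. The other deposited table holds log2 values that the authors had normalized by the quantile method, with values from 6.82 to 15.99 and the same quartiles on every array (25th percentile 7.43, median 7.67).

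Arrays were grouped by their labels. In the table of intensities, 10 signal columns were matched to an array by name. The other 4 signal columns and their 4 detection p columns, 8 columns in all, were not used. The analysis had been planned on intensities, and the deposited log2 values were used in their place, since only they cover all 14 arrays. The authors kept probes with a detection p-value under 0.05 in at least 50% of samples. To apply this rule to all arrays, the deposited log2 value at which the p-value crosses 0.05 was read from the 10 matched arrays (7.68 to 7.74 by array), and 7.7 was used for all. This level gave the same answer as the p-value for 98% to 99.6% of probes on an array, and 11916 to 12721 probes per array had a p-value under 0.05. Of 25697 probes, 12251 were at or above this level on 7 or more arrays and were quantile normalized again, which changed no value by more than 0.16. Gene symbols came from the platform's probe table, where 23978 probes list 1 symbol and 1719 list none. Of the probes, 23962 have an Entrez identifier found in the mouse RefSeq table (GRCm38.p6), from which chromosomes and gene order were taken. Of the kept probes 11535 had a symbol. A gene with several kept probes was represented by the probe with the highest mean over all 14 arrays, which left 8470 genes. Second and other probes of a gene named in the text are kept probes. An array was counted as above background for a gene at or above the same level. Where a group had no array above background, the change is given as at least the fold between the other group's mean and the background level on the normalized scale. On each array this is the lowest normalized value of a kept probe above background, and where a value not above background was higher, that value was used.

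Analyses were run in R 4.3.3. A linear model with 1 mean for each of the 7 groups was fitted with limma 3.58.1 (7 residual and 8.2 prior degrees of freedom, prior standard deviation 0.099). Brain-NSCs were the reference, iPS-NSCs were the mean of lines #1 and #3, and iPS-cNSCs were also compared with iPS-NSCs and with NED-cNSCs. Genes were called at an adjusted p under 0.05 over all kept probes and a log2 fold change over 1 in either direction. The local-pooled-error test named in the paper's methods was coded anew and run beside it. Distances between arrays were Euclidean. Clustering used complete linkage on Pearson distances, and MDS was the classical form, as in the paper's methods. Code was tested on simulated data with planted changes of 1.5-fold to 4-fold, in which 100% of probes changed 3-fold and 2% of those changed 1.5-fold were called in iPS-cNSCs. A probe had the same simulated spread in every group. The overlap of the lists of iPS-NSCs and iPS-cNSCs was compared with independent lists and with 100 simulations (seed 4242) of unchanged groups against the same controls.

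Gene lists, the rule for naming genes, the tests, and most alternatives were set before the data were examined. Named genes are every gene the paper names, the genes with the largest rises and falls among those called with non-overlapping arrays, the called members of each list with the largest change, and Xist and Y-linked genes. The number of largest rises and of falls was 10 for iPS-NSCs and iPS-cNSCs, 5 for NED-cNSCs, for iPS-cNSCs against iPS-NSCs, and for shared genes, and 3 for ESCs and MEFs. Each list gave up to 4 called members, or 2 where none was called. Of 30 lists, 28 had enough measured genes to test. Lists on cell state were neural stem cell markers, pluripotency, reprogramming factors, fibroblast, neuron, astrocyte, oligodendrocyte lineage, microglia, endothelial, neural crest, forebrain and midbrain patterning, Hox, imprinted, sex-linked, cell cycle, glycolysis and hypoxia, interferon, p53 and senescence, chromatin, and housekeeping genes. The other 10 lists were written after the terms the paper names: oxidative phosphorylation, TCA cycle and acetyl-CoA, cholesterol, blood vessel, actin cytoskeleton, extracellular matrix and integrins, cell-cell adhesion, regulators of neurogenesis, neural tube, and pyrimidine. They were tested with camera (correlation between genes preset to 0.01, and estimated as an alternative), adjusted over the lists of a comparison. The fry test, which asks whether the genes of a list move one way on balance without comparing them with other genes, was run beside it. The Reactome sets of the fgsea 1.28.0 package with 10 to 300 measured genes (690 sets) were tested by the hypergeometric test, adjusted over the sets. GO and KEGG annotation tables were not used here. Plots were made with Python 3.11.15 and matplotlib 3.10.9.

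Alternatives covered other filters, the order of filter and normalization, other tests and variance models, the 10 NSC arrays alone, each iPS-NSC line alone, probes in place of genes, other distance measures, a replicate block, and leaving out each array. On the 10 matched arrays, neqc (offset 16), median scaling, and cyclic loess were run from the intensities, so that they do not cover iPS-NSCs. Chromosome-wide shifts, distances on the MDS plane, and the comparison of single imprinted genes were added after the data were seen.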

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

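All tests in this part were chosen only after the result was seen.

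Whole chromosomes were shifted in single lines, which the paper did not analyse. Relative to the other groups, the median shift of a chromosome's genes was 0.34 for chromosome 19 in brain-NSCs, 0.27 for chromosome 8 in iPS-cNSCs, 0.3 for chromosome 10 in iPS-NSCs #1, 0.16 for chromosome 11 in NED-cNSCs, and 0.27 for chromosome 8 in ESCs, against -0.13 to 0.11 in the other 135 pairs of chromosome and group. Normalization or array brightness is unlikely in the 4 NSC lines, where the highest median of 10000 random gene lists of similar level was 0.09, and in ESCs, where it was 0.19. A few strongly changed or neighbouring genes are unlikely in the NSC lines, where 24 of 24 stretches were above every random list. The lowest stretch median there was 0.13, for chromosome 11 in NED-cNSCs. In ESCs, with 4 of 6, they stay open. The random lists were as long as the whole chromosome, so their medians vary less than those of lists as short as a stretch would. An extra copy of the chromosome would give at most 0.58. It is a candidate explanation for chromosomes 8, 10, and 19 in the NSC lines, where the brightest genes, the top of 3 equal parts, were shifted by at least 0.38, and is left open for chromosome 11, at 0.24. ESCs and chromosome 11 were set apart from the other pairs after their values had been seen, and no karyotype or DNA data were examined.

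The iPS-cNSCs were no closer to brain-NSCs than the iPS-NSCs were over all kept probes. They were 10.5% farther than iPS-NSCs #1 and 0.8% farther than #3, with a spread over array pairs of 1.8%. A larger spread between the iPS-cNSC arrays, and chromosome-wide shifts, are unlikely causes against #1, where the difference was 8.5% without that spread and 11.6% without chromosomes 8, 10, 11, and 19. Against #3 each is a candidate explanation, since iPS-cNSCs were closer without the spread (-2.7%) and without the chromosomes (-1.1%, less than the spread over array pairs). An array batch shared with the MEF arrays stays open. In 1438 dim probes iPS-cNSCs and MEFs were set apart from all other arrays, against at most 428 for another pair. Over the kept probes, on which the distances rest, this pair had 1566 and ESCs with MEFs had 2284, and no batch is named. Relative to NED-cNSCs, the squared shift that iPS-cNSCs shared with the difference of MEFs from ESCs exceeded that of #1 by 346, less than the excess squared distance of 484, though the gap of -138 lies within its spread over array pairs (SD 210). It exceeded that of #3 by 917, where no excess of cross-replicate squared distance was left to explain (-184).

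Imprinted genes parted the iPS-NSC lines. Mest and Nap1l5, both expressed from the paternal copy, were at least 22.5-fold and 4.9-fold higher in #1 than in #3, where they were not above background (fitted log2 differences of 4.67 and 2.53). A failed probe is unlikely, as 3 of 3 Mest probes were lower in #3. A general loss of paternal expression is unlikely: of 3 other paternally expressed genes over 2-fold above background in #1, 0 were over 2-fold lower by limma, with Ndn and Impact differing by 0.08 and 0.05 and Snrpn by 0.63. Loss at other single genes stays open, as Peg3, near background, was detected on 2 arrays of #1 and 0 of #3. Loss of a copy of chromosome 6, which holds both, is unlikely with a median shift of 0.02 over its genes.

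Between iPS-NSCs #1 and #3, 161 genes were higher and 98 lower in #1 by the limma test and the 2-fold limit. By adjusted p alone 2558 genes differed. Among the named genes, Ednrb was higher in #1 by 3.78, Ifitm3 by 3.39, Thy1 by 4.58, Rgcc by 1.91 (at least 3.4-fold, with #3 at background), and Pdpn by 1.22, and Lpl differed by -2.62.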

How the results depend on the processing

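Counts of genes against brain-NSCs, and of iPS-cNSCs against iPS-NSCs, stayed within 1.5 times when any 1 array was left out (iPS-NSCs 220 to 237 up and 190 to 204 down, iPS-cNSCs 320 to 345 and 212 to 251), where a lone array was assumed to vary like the other groups. Other filters, variance models, and the local-pooled-error test kept them within 1.5 times too. The 2-fold limit alone gave the same counts (222 and 191 in iPS-NSCs, 321 and 212 in iPS-cNSCs). Settings that change only the p-values therefore had little room to move them. With neqc the counts up and down were 757 and 743 in iPS-cNSCs, 516 and 345 in NED-cNSCs, 1182 and 1809 in ESCs, and 2088 down in MEFs; with median scaling 714 were down in iPS-cNSCs. The cause was not tested. Arrays were not left out for iPS-cNSCs against NED-cNSCs or for iPS-NSCs #1 against #3. The median of all genes was -0.23 with neqc and -0.17 with median scaling in MEFs, and -0.08 and 0.14 in ESCs. Under median scaling the medians of neural stem cell markers in iPS-cNSCs (-0.06, or 0.17 relative to all genes) and of oxidative phosphorylation in NED-cNSCs (-0.11) were below 0. Neqc, median scaling, and cyclic loess were not run for iPS-NSCs, and a slide block was not run, since slides are not named. By adjusted p alone, with no fold limit, counts were 1920 and 2038 in iPS-NSCs, 2187 and 2646 in iPS-cNSCs, 1705 and 1570 in NED-cNSCs, 2393 and 3026 in iPS-cNSCs against iPS-NSCs, 3020 and 2755 in ESCs, 2897 and 3322 in MEFs, and 840 and 1012 in both iPS-NSCs and iPS-cNSCs. Called in each iPS-NSC line separately were 134 up and 108 down, with 148 lower in iPS-cNSCs than in both. With iPS-cNSCs compared with NED-cNSCs, 19 and 31 genes were shared. Without chromosomes 8, 10, 11, and 19, chosen after seeing the data, iPS-NSCs had 175 and 156, iPS-cNSCs 238 and 157.

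The distance of iPS-cNSCs from brain-NSCs exceeded that of iPS-NSCs by 3.1485 (2.1552 to 4.1417 leaving out 1 array). It was 4.6139 with no detection filter, 0.0055 in Pearson and 0.0067 in Spearman distance, 5.8122 against iPS-NSCs #1 and 0.4847 against #3 alone, and 7.1726 on the MDS plane. The order was reversed over the 1000 most variable probes, at -4.5489 by 14 arrays and -3.7828 by the 10 NSC arrays. NED-cNSCs were closer than iPS-cNSCs in every setting, by -10.7383, and -14.8936 with neqc, -27.0937 with median scaling, -18.2822 with cyclic loess, -0.0179 and -0.0208 in Pearson and Spearman distance, -969.7084 in cross-replicate squares, -3.4618 and -3.7858 over the variable probes, and -7.616 on the MDS plane. With average linkage (0.0521) and with no detection filter (0.0358) the iPS-NSC lines joined brain-NSCs and NED-cNSCs before iPS-cNSCs. The plane and joining heights were chosen after seeing the data.

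Of 168 list results over all comparisons, those of ESCs and MEFs included, 43 passed. Of these, 16 stayed under 0.05 with an estimated correlation, and 39 to 44 results passed leaving out 1 array. With no detection filter 154 of 168 list results were the same, 6 weaker, and 8 stronger, and with neqc 111 of 112 were the same. Of 585 named-gene results 36 were weaker with some array left out. A second probe gave the same call in 113 of 167 results, a weaker result in 46, a stronger one in 3, and a reversed one in 5. In iPS-cNSCs it reversed Insig1 (-0.0007465, with 0.47 in its other kept probe, so that neither keeps the call) and Rrm2 (-0.2). It also reversed Acsl6 in NED-cNSCs (-0.05), Hprt in iPS-cNSCs against iPS-NSCs (0.09), and Mapt in MEFs (0.15).

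The replicate numbers pair no samples by design. With a replicate block the counts were unchanged (222 and 191 in iPS-NSCs, 321 and 212 in iPS-cNSCs). All 168 list and 585 gene results were unchanged too, and the distance difference was 2.9581. The block does not alter fold changes when each group has both replicates. The 2-fold limit alone gave these counts, so they could hardly move. Between groups, the deviations of arrays with the same number had correlations of -0.24 to 0.12 over 21 pairs. Signal over background limits genes removed by the filter, among them Gfap, Tubb3, and Th.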

Differences from the paper's values

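With iPS-NSCs taken as the mean of both lines and the processing described for these data, no count or percentage that the paper states differs from the value found here by more than 1.5 times. The paper does not define iPS-NSCs for these counts. The paper's counts of up-regulated genes are 323 in iPS-NSCs, 407 in iPS-cNSCs, and 68 in both, and 222, 321, and 60 were found here. Its counts of down-regulated genes are 196, 256, and 51, and 191, 212, and 55 were found. Counting probes in place of genes, an alternative set before the data were examined, gave 291, 430, and 75 up and 230, 261, and 64 down. Some other alternatives set before the data were examined differ by more. Genes called in each iPS-NSC line separately were 134 up (45 of them shared, or 33.6% against the paper's 21%) and 108 down, and 204 were up with the lines as 1 group of 4 arrays. In iPS-cNSCs neqc gave 757 up and 743 down and median scaling 714 down. With NED-cNSCs as the reference for iPS-cNSCs, 19 and 31 were shared. By adjusted p alone every count of genes and every shared percentage differs by more.

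The paper places iPS-cNSCs closer to brain-NSCs than iPS-NSCs. In the clustering here iPS-cNSCs joined brain-NSCs and NED-cNSCs first, as the paper shows. With average linkage and with no detection filter, both set before the data were examined, the iPS-NSC lines did. Only the reading of which group joined next was added afterwards. The direct distance over all kept probes was not smaller for iPS-cNSCs (61) than for iPS-NSCs #1 (55.2) or #3 (60.6). Over the 1000 most variable probes, an alternative set before the data were examined, iPS-cNSCs were closer by 11.9%, or by 8.9% where the probes were chosen on the 10 NSC arrays. This choice could favour probes in which both iPS-NSC lines lie far from brain-NSCs, as these lines hold more arrays than iPS-cNSCs. Whether it did was not tested, and the lead was smaller, not larger, with probes chosen on the NSC arrays alone. Pearson and Spearman distances and the absence of a filter kept the other order against the mean of the lines. So did Euclidean distances against each line alone. Cross-replicate distances, which leave out the spread between arrays, were 56.8 for iPS-cNSCs, 52.4 for #1, and 58.4 for #3, so that iPS-cNSCs were closer than #3. Without the shifted chromosomes, an alternative chosen after the data were seen, they were closer than #3 as well (-1.1%). On the MDS plane the distance to brain-NSCs was 18.5 for iPS-cNSCs, 13 for iPS-NSCs #1, and 9.8 for #3, and the paper's plot of these components (Fig 2C) also shows iPS-cNSCs farthest.

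In Fig 2C the point labelled iPS-NSCs #1 lies at the place that the arrays labelled #3 take here (17.2 and 17.3 on component 1), and its neighbour from the other line lies where the arrays labelled #1 do (24 and 25.2).

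The paper names terms of the actin cytoskeleton among genes up in iPS-NSCs, and of cell-cell adhesion among those down. Of the lists written after these terms neither was shifted (camera adjusted p = 0.65 for each), although 3 adhesion genes were lower and none was higher. The paper names neural tube formation and pyrimidine metabolism among genes down in iPS-cNSCs. These lists were not shifted there either (camera adjusted p = 0.24 and 0.22), with 3 genes lower in each and 2 pyrimidine genes higher, and both were lower in iPS-NSCs (0.02 for each, or 0.1 and 0.12 with an estimated correlation). It also names nervous system development among genes up in iPS-cNSCs, where the regulators of neurogenesis were not shifted (0.92). No GO or KEGG test was run here, so that the enrichment of these terms itself was not examined.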

Other observations

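The X-linked transcript Xist, made from an inactive X chromosome, was above background in brain-NSCs (log2 signal 8.14), iPS-NSCs #1 (8.25), and NED-cNSCs (8.49), and not in iPS-cNSCs (7.62), iPS-NSCs #3 (7.49), or ESCs (7.53). In MEFs (7.77) it was above background on 1 of 2 arrays. The Y-linked genes Eif2s3y (11.59) and Kdm5d (8.96) were above background in MEFs only. Uty was highest in MEFs (8.49) and between 7.55 and 7.91 elsewhere.

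Otx2, a transcription factor gene of forebrain and midbrain, had a log2 signal of 9.9 in iPS-cNSCs, 9.76 in ESCs, and 7.84 in iPS-NSCs #1, and was at most 7.53 in the other groups, so that the detection filter removed it. Among the genes of single chromosomes, 109 of 784 genes up in ESCs lie on chromosome 8, where 42.7 were expected (adjusted p = 4.6e-20, hypergeometric test). Of the genes down in NED-cNSCs, 18 of 144 lie on chromosome 1, where 7.2 were expected (adjusted p = 0.0056, hypergeometric test).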
